# CHBP induces stronger immunosuppressive CD127^+^ M-MDSC via erythropoietin receptor

**DOI:** 10.1038/s41419-021-03448-7

**Published:** 2021-02-12

**Authors:** Jiawei Li, Guowei Tu, Weitao Zhang, Yi Zhang, Xuepeng Zhang, Yue Qiu, Jiyan Wang, Tianle Sun, Tongyu Zhu, Cheng Yang, Ruiming Rong

**Keywords:** Allotransplantation, Inflammatory diseases

## Abstract

Erythropoietin (EPO) is not only an erythropoiesis hormone but also an immune-regulatory cytokine. The receptors of EPO (EPOR)_2_ and tissue-protective receptor (TPR), mediate EPO’s immune regulation. Our group firstly reported a non-erythropoietic peptide derivant of EPO, cyclic helix B peptide (CHBP), which could inhibit macrophages inflammation and dendritic cells (DCs) maturation. As a kind of innate immune regulatory cell, myeloid-derived suppressor cells (MDSCs) share a common myeloid progenitor with macrophages and DCs. In this study, we investigated the effects on MDSCs differentiation and immunosuppressive function via CHBP induction. CHBP promoted MDSCs differentiate toward M-MDSCs with enhanced immunosuppressive capability. Infusion of CHBP-induced M-MDSCs significantly prolonged murine skin allograft survival compared to its counterpart without CHBP stimulation. In addition, we found CHBP increased the proportion of CD11b^+^Ly6G^−^Ly6C^high^ CD127^+^ M-MDSCs, which exerted a stronger immunosuppressive function compared to CD11b^+^Ly6G^−^Ly6C^high^ CD127^−^ M-MDSCs. In CHBP induced M-MDSCs, we found that EPOR downstream signal proteins Jak2 and STAT3 were upregulated, which had a strong relationship with MDSC function. In addition, CHBP upregulated GATA-binding protein 3 (GATA-3) protein translation level, which was an upstream signal of CD127 and regulator of STAT3. These effects of CHBP could be reversed if *Epor* was deficient. Our novel findings identified a new subset of M-MDSCs with better immunosuppressive capability, which was induced by the EPOR-mediated Jak2/GATA3/STAT3 pathway. These results are beneficial for CHBP clinical translation and MDSC cell therapy in the future.

## Introduction

Erythropoietin (EPO), as an endogenous protein for red blood cell production, has been discovered for over a century. Although the name of EPO refers mainly to the function of erythropoietic hormone, this molecule also exerts important effects as a cytokine and growth factor that affect multiple organs, including the immune system. The unique tissue-protective receptor (TPR), which is mainly consisted of EPO receptor (EPOR) and β common receptor, mediates EPO-involved anti-inflammation, anti-apoptosis, and immune regulation functions^1^. Thus, EPO is a multifaceted protein due to its nonerythropoietic effects^2^. However, the very high dosage required to achieve that goal would cause unfavorable side effects, including hypertension and thrombosis. A series of EPO derivant have been developed including carbamoylated EPO and peptides^3^. Our group firstly synthesized and reported a novel proteolysis-resistant cyclic helix B peptide (CHBP) with improved metabolic stability and tissue-protective potency^4^.

Theoretically, CHBP inherits EPO-mediated immune regulation effects because of they share TPR. In fact, CHBP reveals excellent cell, tissue, and organ protective property such as mesenchymal stem cell, kidney, and heart^4–6^. Cravedi et al. found that EPO/EPOR signal inhibited conventional T-cell proliferation in vitro via tyrosine phosphatase SHP-1–dependent uncoupling of IL-2Rβ signaling. Conversely, EPO-initiated signals facilitated Treg proliferation by augmenting IL-2Rγ signaling and maintaining constitutively quenched IL-2Rβ signaling. Furthermore, EPO prolonged heart allograft survival, whereas pharmacologic downregulation of kidney-derived EPO abrogated kidney allograft acceptance^7^. These results suggest manipulating the EPO/EPOR signaling axis could be exploited to prevent transplant rejection. In our previous study, we found CHBP administration significantly reduced kidney allograft acute rejection in a rat model. CHBP inhibited dendritic cell (DC) maturation via Jak2/STAT3 pathway, which was a classical downstream signal upon EPOR^8^. Taken into these two types of research together, EPOR signal, either stimulated by EPO or CHBP, can modulate both innate and adaptive immunity^2^.

Targeting adaptive immune response is not the only focus when prevention and treatment of allograft rejection. Innate immune response provocation and regulation are to be of importance in the pathological process^9,10^. As a kind of innate immune cell, myeloid-derived suppressor cells (MDSCs) share a common myeloid progenitor with DC. MDSCs are not a terminally differentiated population of cells. In mice, MDSCs are defined as CD11b^+^Gr1^+^ cells. Usually, MDSCs can be divided into two major groups, which can be identified by a combination of specific markers. Granulocytic MDSCs (G-MDSCs) are defined as CD11b^+^Ly6G^+^Ly6C^low^ cell and monocytic MDSCs (M-MDSCs) are defined as CD11b^+^Ly6G^−^Ly6C^high^ cells in mice. The main characteristic of MDSCs is immunosuppression in terms of suppression of T- and B-cell proliferation, induction of T-cell apoptosis, inhibition of DC development and macrophages cytokine production, impairment of the effect of natural killer cells on alloantigens and promotion of regulatory T cells (Tregs)^11^. It is reported that MDSCs reduced allograft rejection as well as induced tolerance in transplantation^12–14^, and M-MDSCs are more suppressive than G-MDSCs on a per-cell basis^15^. Therefore, it might be more effective to induce more M-MDSCs in vivo during tolerance induction or prevention of allograft rejection. In addition, whether the EPOR signal regulates MDSCs differentiation and function is unknown.

In the current study, we found CHBP induced more M-MDSCs rather than G-MDSCs. The M-MDSCs induced by CHBP showed a more potent immunosuppressive capability. Infusion of CHBP-induced M-MDSCs ameliorated skin allograft rejection and prolonged allograft survival. Furthermore, we identified a new M-MDSCs subset with CD127 positive, which revealed a strong immunosuppressive function than CD127^−^ M-MDSCs. CHBP significantly increased this CD127^+^ M-MDSCs subset proportion via EPOR.

## Results

### CHBP induced M-MDSCs differentiation and enhanced M-MDSCs immunosuppressive function

To understand whether the presence of CHBP directly alters the development of MDSCs, we detected the CD11b^+^ cells differentiation, numbers, phenotypes, and immunosuppressive function of bone marrow cells which were cultured with granulocyte-macrophage colony-stimulating factor (GM-CSF) or GM-CSF + CHBP for 7 days. We added CHBP with different dosages (0.2, 20, and 2000 nM) during MDSCs induction in vitro. Firstly, we found that despite CHBP decreased CD11b^+^ cells proportion and number, the proportion of M-MDSCs was significantly increased with a reduction of G-MDSCs ratio (Figs. 1A, B and S1), suggesting that CHBP regulates MDSCs differentiation toward M-MDSCs.

**Fig. 1:**
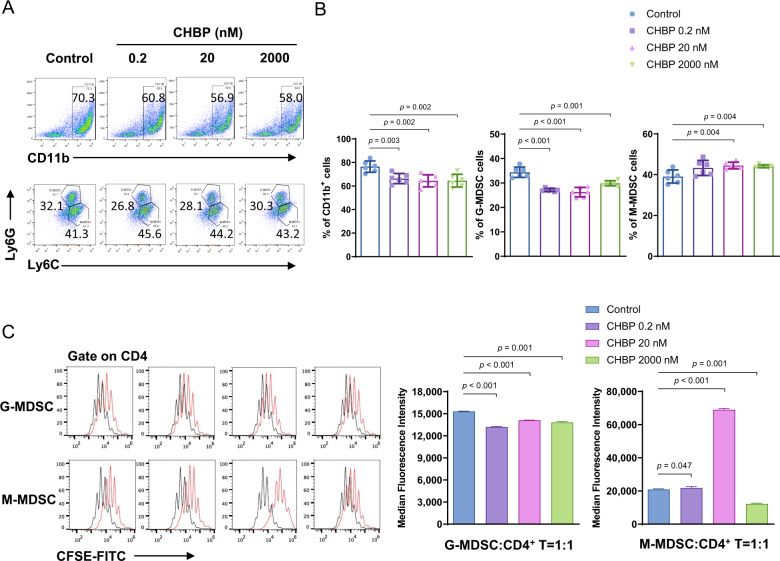
CHBP induced M-MDSCs differentiation and enhanced M-MDSCs immunosuppressive function. **A** Detection of CD11b^+^ myeloid cells, CD11b^+^Ly6G^−^Ly6C^high^ M-MDSCs, and CD11b^+^Ly6G^+^Ly6C^low^ G-MDSCs by flow cytometry. **B** Quantification analysis of CD11b^+^ myeloid cells, M-MDSCs and G-MDSCs. **C** T-cell proliferation detected by CFSE. The ratio of G-MDSCs, M-MDSCs, and T cells was 1:1.

To determine the immunosuppressive effect of GM-CSF + CHBP induced G-MDSC and M-MDSC on T-cell activation, we detected cell proliferation productions of T cells stimulated by ConA in the presence of the induced MDSCs at different CHBP doses. The addition of GM-CSF induced M-MDSCs markedly inhibited the proliferative response of CD4^+^ T cells comparing to G-MDSCs (Fig. 1C). However, GM-CSF + CHBP-induced G-MDSC showed lessened suppressive function, but GM-CSF + CHBP induced M-MDSC possessed stronger immunosuppressive ability on T-cell proliferation than GM-CSF-induced M-MDSCs, especially in the 20 nM CHBP group (Fig. 1C). Thus, CHBP could increase M-MDSCs proportion and enhance the immunosuppressive function of GM-CSF-induced M-MDSCs.

### Infusion of CHBP-induced M-MDSCs prolonged skin allograft survival

Since CHBP-induced M-MDSCs exerted enhanced immunosuppressive function, we employed the BALB/c (H2-D) alloskin-grafted B6 (H2-B) mouse model and infused these cells into the recipient mice. We took pictures at different times to evaluate the rejection degree (Fig. 2A). M-MDSCs with CHBP treatment significantly extended the skin allograft survival compared to the M-MDSCs without CHBP induction (Fig. 2B). The rejection and tissue scores were also reduced in the CHBP-induced M-MDSC group (Fig. 2C). Thus, GM-CSF + CHBP-induced M-MDSC could increase the allograft survival and promote tissue healing.

**Fig. 2:**
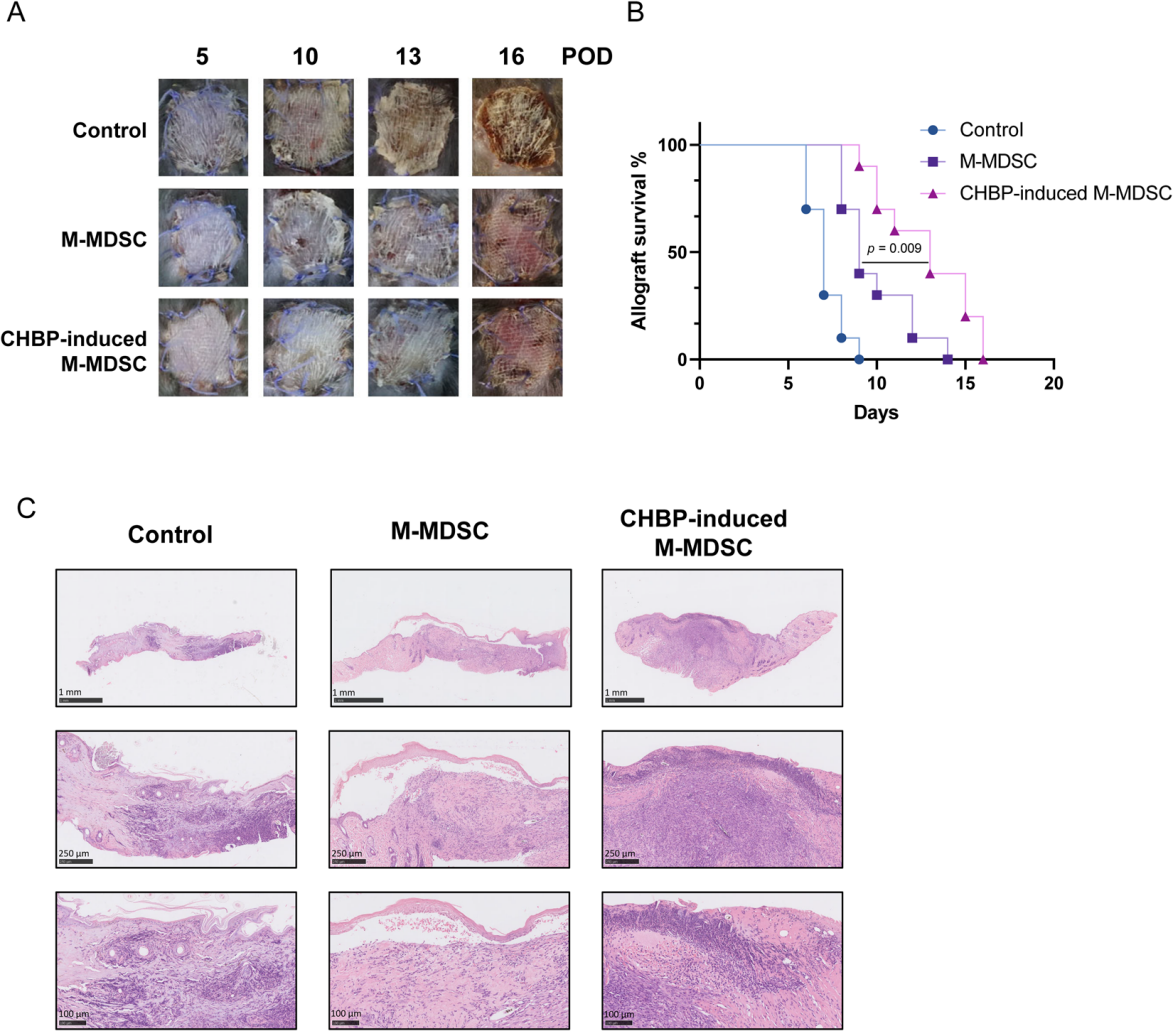
Infusion of CHBP-induced M-MDSCs prolonged skin allograft survival. **A** Skin pictures at different days post transplantation. **B** The survival rates. **C** H&E staining of the skin (POD 14). Scale bars: 1st row 1 mm, 2nd row 250 μm, and 3rd row 100 μm.

### Infusion of CHBP-induced M-MDSCs decreased CD4^+^, CD8^+^ T cells and increased Tregs in peripheral and skin

To investigate the influence on T cell number in the peripheral and infiltration in the skin, we examined the CD4^+^, CD8^+^ T cells, and Tregs in the blood, spleen, and skin. Flow cytometry analysis demonstrated the infusion of CHBP-induced M-MDSCs decreased the proportion of CD4^+^, CD8^+^ T cells and increased Tregs in the blood (Fig. 3A), as well as in the spleen (Fig. 3B). Similar results were observed in the skin (Fig. S2b). These results suggested that infusion of CHBP-induced M-MDSCs ameliorated effector T cells response and favorited Tregs. However, the percentage of CD3^+^ cells in blood showed no significant differences between groups (Fig. S2a), which suggested that neither M-MDSC nor CHBP-induced M-MDSC had an influence on circulating T cells. To determine whether CHBP could induce activated T cells into Tregs in vitro, we performed the Transwell test and found that M-MDSC induced by CHBP induced more Tregs than their counterparts without CHBP stimulation (Fig. S2c).

**Fig. 3:**
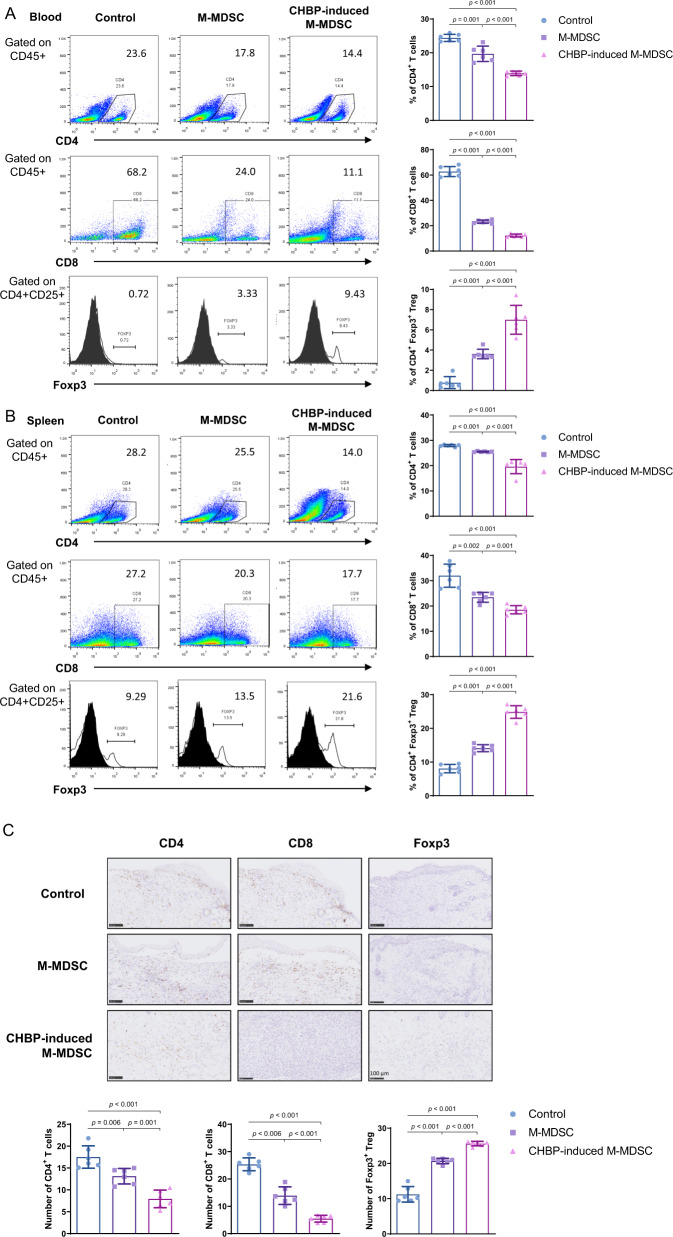
Infusion of CHBP-induced M-MDSCs decreased CD4^+^, CD8^+^ T cells, and increased Tregs in peripheral and skin. **A** Detection of the proportion of CD4^+^, CD8^+^ T cells, and Foxp3^+^ Tregs in the blood. **B** Detection the proportion of CD4^+^, CD8^+^ T cells, and Foxp3^+^ Tregs in the spleen. **C** CD4, CD8, and Foxp3 immunohistochemistry staining in the alloskin with semi-quantification analysis (POD 14). Scale bar: 100 μm.

### The effects of CHBP on MDSCs were dependent on EPOR

As we mentioned in the introduction, CHBP shares EPOR with EPO, on which their immune regulation functions are dependent. In this study, we generated *Epor*^*△lyz*^ mice, whose myeloid-derived cells lack EPOR. In in vitro experiments, the MDSCs deficient of EPOR had a slight influence on differentiation in terms of more G-MDSCs and fewer M-MDSCs. In CHBP treatment groups, deficiency of EPOR abolished CHBP effects, especially on M-MDSCs induction (Fig. 4A, B). Next, we performed a T-cell proliferation assay to examine the immunosuppressive function of G-MDSCs and M-MDSCs. We use different ratios between MDSCs and T cells. Although T cell proliferation was not inhibited by G-MDSCs at a 1:1 ratio in the above result (Fig. 1D), CHBP-induced G-MDSCs still acquired enhanced immunosuppressive function. Knockout of *Epor* in G-MDSCs reduced CHBP effect (Fig. 4C). The results of M-MDSCs were amazing. CHBP increased 1.1–4.5 folds immunosuppressive function of M-MDSCs at 1:16, 1:8, 1:4, and 1:2, respectively (*Epor*^*fl/fl*^ + CHBP vs. *Epor*^*△lyz*^ + CHBP, Fig. 4D).

**Fig. 4:**
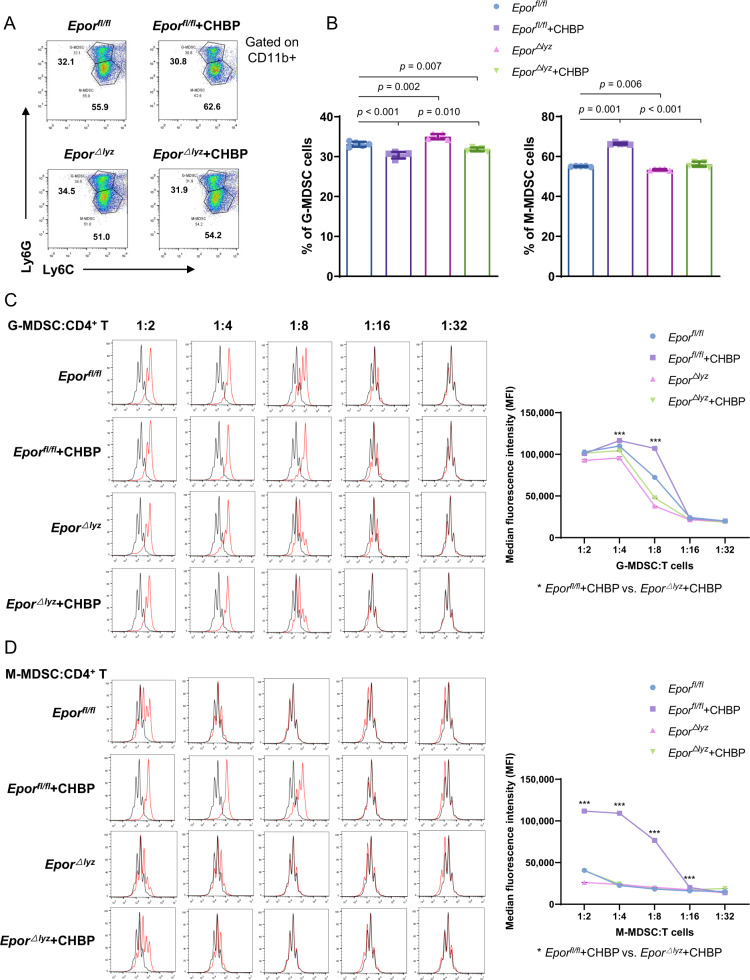

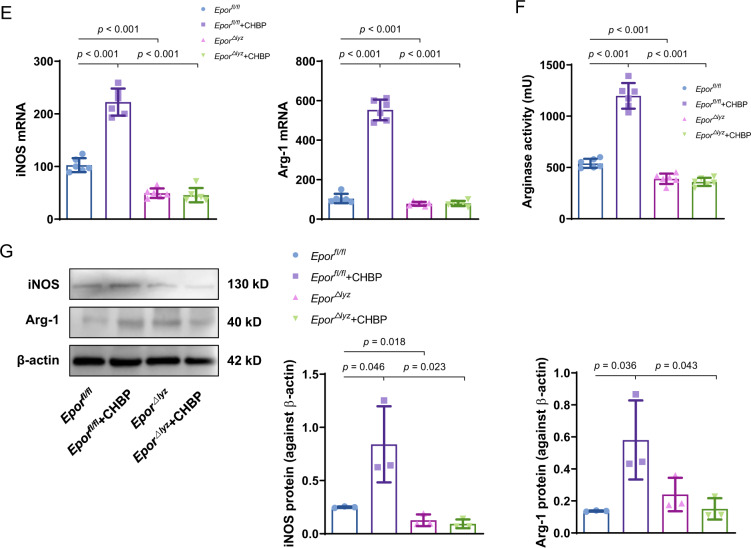
The effects of CHBP on MDSCs were dependent on EPOR. **A** Detection of CD11b^+^Ly6G^−^Ly6C^high^ M-MDSCs and CD11b^+^Ly6G^+^Ly6C^low^ G-MDSCs by flow cytometry. **B** Quantification analysis of the G-MDSCs and M-MDSCs proportions. **C** T-cell proliferation detected by CFSE. The ratios of G-MDSCs and T cells were 1:2, 1:4, 1:8, 1:16, and 1:32. **D** T-cell proliferation detected by CFSE. The ratios of M-MDSCs and T cells were 1:2, 1:4, 1:8, 1:16, and 1:32. **E** The expressions of iNOS and Arg-1 by qPCR. **F** The arginase-1 activity. **G** The protein expressions of iNOS and Arg-1 by western blot.

To confirm whether the inhibitory function of CHBP induced M-MDSCs, we detected the mRNA and protein expressions of inducible NO synthase (iNOS) and arginase-1 (Arg-1) in sorted CD11b^+^Ly6G^−^Ly6C^high^ cells. Both of iNOS and Arg-1 were significantly increased by CHBP in *Epor*^*fl/fl*^ M-MDSCs, but reversed in *Epor*^*△lyz*^ M-MDSCs (Fig. 4E, G). A similar result was observed in Arg-1 activity (Fig. 4F). These results indicate that CHBP enhances M-MDSCs immunosuppressive function through EPOR.

### CD127^+^ M-MDSCs induced by CHBP exerted stronger immunosuppressive function

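Bone marrow cells were cultured for 7 days with 50 ng/ml GM-CSF, a growth factor that drives myeloid cells towards MDSCs, alone (CHBP- M-MDSC) or together with CHBP, the EPO-derived peptide (CHBP+ M-MDSC). The methods give the CHBP dose as 20 μM, whereas the dose series in the results is in nM and includes 20 nM. RNA from each condition was sequenced as 1 library, so the data hold 2 libraries and no replicates. The authors aligned single-end reads with TopHat2, counted reads per gene with HT-seq, and deposited for 34745 genes the raw read count and the FPKM, reads scaled to gene length and to the total of counted reads. The counts summed to 16484504 in CHBP- M-MDSC and 16280466 in CHBP+ M-MDSC, with at least 1 read on 16828 and 17010 genes. At this depth, a gene with no reads could still be present at up to 0.182 CPM (reads scaled to the library total) in CHBP- M-MDSC and 0.184 CPM in CHBP+ M-MDSC, the level of 3 reads.
The log2 ratio of a gene was computed as log2((FPKM in CHBP+ + 1)/(FPKM in CHBP- + 1)), which understates the change of genes with low FPKM. Genes with at least 1 FPKM in at least one library were kept for counts of genes, which left 10948. The reads of a gene in the 2 libraries were compared with a two-sided exact binomial test with Benjamini-Hochberg adjustment over 14162 genes with at least 10 reads. That test compares the 2 libraries and covers counting error only. It does not compare the conditions, since the difference between CHBP treatment and any other difference between the libraries cannot be told apart without replicates. By this test, 6242 genes had an adjusted p of at most 0.05.
The log2 ratio followed transcript length. Across 10211 genes with a transcript in the GENCODE M1 annotation, which are not independent replicates, Spearman's rho between the log2 ratio and the length of the longest transcript was 0.687. The median log2 ratio was -0.36 in the 1022 genes with the shortest transcripts and 0.37 in the 1021 with the longest.

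**Figure D1:**
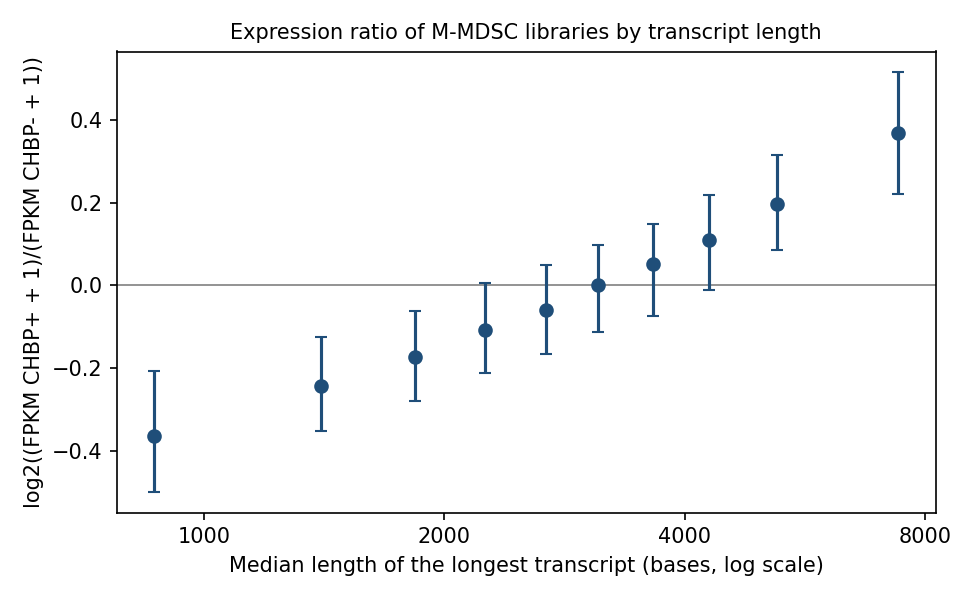
Each point is the median log2 ratio of FPKM + 1 (CHBP+ over CHBP- M-MDSC, y axis) of 1 of 10 groups of genes by transcript length, placed at the median length of their longest transcripts in bases on a log scale (x axis). Bars span the lower to the upper quartile of the genes, not an error between replicates. The medians rise from -0.36 to 0.37 with length.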

To further investigate the mechanism that CHBP enhanced M-MDSCs immunosuppressive function, we analyzed the mRNA differences between the two groups of M-MDSCs with or without CHBP treatment using mRNA sequencing (Fig. 5A). We found that the mRNA expression of GATA-binding protein 3 (GATA3) was slightly increased with an IL-7R increasing by CHBP. 

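Gata3 (ENSMUSG00000015619) is listed in the deposited data on chromosome 2 from 9857078 to 9890034. It had 14 reads in CHBP- M-MDSC and 19 reads in CHBP+ M-MDSC, or 0.159 and 0.218 FPKM. Its log2 ratio was 0.07, and the exact binomial test of its reads gave p = 0.389 (adjusted p = 0.523 with Benjamini-Hochberg adjustment). A difference in Gata3 mRNA was therefore not detectable at this depth. With a pseudocount of 0.1 in place of 1, its log2 ratio was 0.30, the setting that moved it most.
Il7r (ENSMUSG00000003882), which encodes IL-7R, is listed on chromosome 15 from 9506161 to 9529876. It had 2281 reads in CHBP- M-MDSC and 2713 in CHBP+ M-MDSC, or 43.1 and 51.9 FPKM. Its log2 ratio was 0.26, below the 1.5-fold threshold of the paper. The log2 ratio of its CPM was 0.27, with an exact Clopper-Pearson 95% interval from 0.19 to 0.35 for counting error, and the exact binomial test gave an adjusted p = 4.31e-10 with Benjamini-Hochberg adjustment. The difference between the libraries thus exceeded counting error, but there is no spread between replicates to set it against. Among 414 genes of similar transcript length and FPKM, 21 had a log2 ratio at least as high as Il7r. The coordinates are those of the deposited data. Of the 10255 genes kept that matched a RefSeq gene by name, 99.95% overlapped it on GRCm38, and of the 10493 that matched a GENCODE M1 gene by identifier, 11.6% overlapped it on mm9, the build that the methods name. After the connection of GATA3, STAT3 and IL-7R in its String analysis, and citing a published report that GATA3 controlled IL-7R expression, the paper speculates that CHBP regulates GATA3 and thereby induces IL-7R.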

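The 29 genes of the network in Fig. 5B were looked up in both libraries. Among them, 5 had no read in either library, 7 had reads but stayed under 1 FPKM in both, and 17 reached 1 FPKM in at least one library. Of these 17 genes, 7 were higher and 10 were lower in CHBP+ M-MDSC. The genes at least 1.5-fold higher were 2 in number, Ep300 and Gatad2b, and none of the 17 was at least 1.5-fold lower. Ep300 (ENSMUSG00000055024) rose from 1599 to 2913 reads, a log2 ratio of 0.78. Stat3 (ENSMUSG00000004040) had 2724 reads in CHBP- M-MDSC and 3088 in CHBP+ M-MDSC, a log2 ratio of 0.18. Its span overlaps that of Stat5a, so the counting could have affected reads of both. After the trend of the log2 ratio with transcript length and GC content was removed, an alternative chosen after seeing the data, the log2 ratio of Stat3 was -0.05 and that of Ep300 was 0.36.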

String analysis showed the protein–protein interaction and we found that there was a strong connection between GATA3, STAT3, and IL-7R (Figs. S3a and 5B). Hoyler et al. reported that GATA3 controlled IL-7R expression^16^, we speculate CHBP regulates GATA3 expression and then induces IL-7R expression. Therefore, we further examined the Jak2/GATA3/STAT3 protein level in M-MDSCs. We found that Jak2, GATA3, p-STAT3, and STAT3 protein level was significantly increased by CHBP in *Epor*^*fl/fl*^ M-MDSCs, and the effect was abolished when M-MDSCs deficient of *Epor* (Fig. 5C, D). Next, we extracted membrane proteins of M-MDSCs and performed a protein array to further check IL-7R protein level (Figs. S2b and 5E). Molecular function enrichment showed that CHBP-induced MDSCs had intense function with receptor-ligand and cytokine receptor activity (Fig. 5F). In addition, biological process and KEGG pathway also demonstrated CHBP induced MDSCs have a close relationship with cell proliferation and cytokine–cytokine receptor interaction (Fig. S3c, d). GO and KEGG pathway analyses revealed that CHBP increased M-MDSCs cell proliferation and receptor activity. IL-7R, also named as CD127, is a membrane receptor protein. We examined the proportion of CD127^+^ M-MDSCs using flow cytometry (Fig. 5G). These results demonstrated that CHBP significantly upregulated CD127^+^ M-MDSCs in total M-MDSCs, whose effect was dependent on EPOR. At last, we sorted these CD127^+^ M-MDSCs from CHBP-induced M-MDSCs and compared their immunosuppressive function to CD127^−^ M-MDSCs using CFSE-labeled T cells proliferation assay. The results showed CD127^+^ M-MDSCs had prominent stronger immunosuppressive capacity than CD127^−^ M-MDSCs (Fig. 5H). These results suggest that CHBP enhances M-MDSCs immunosuppressive function might be attributed to the induction of CD127^+^ M-MDSCs.

**Fig. 5:**
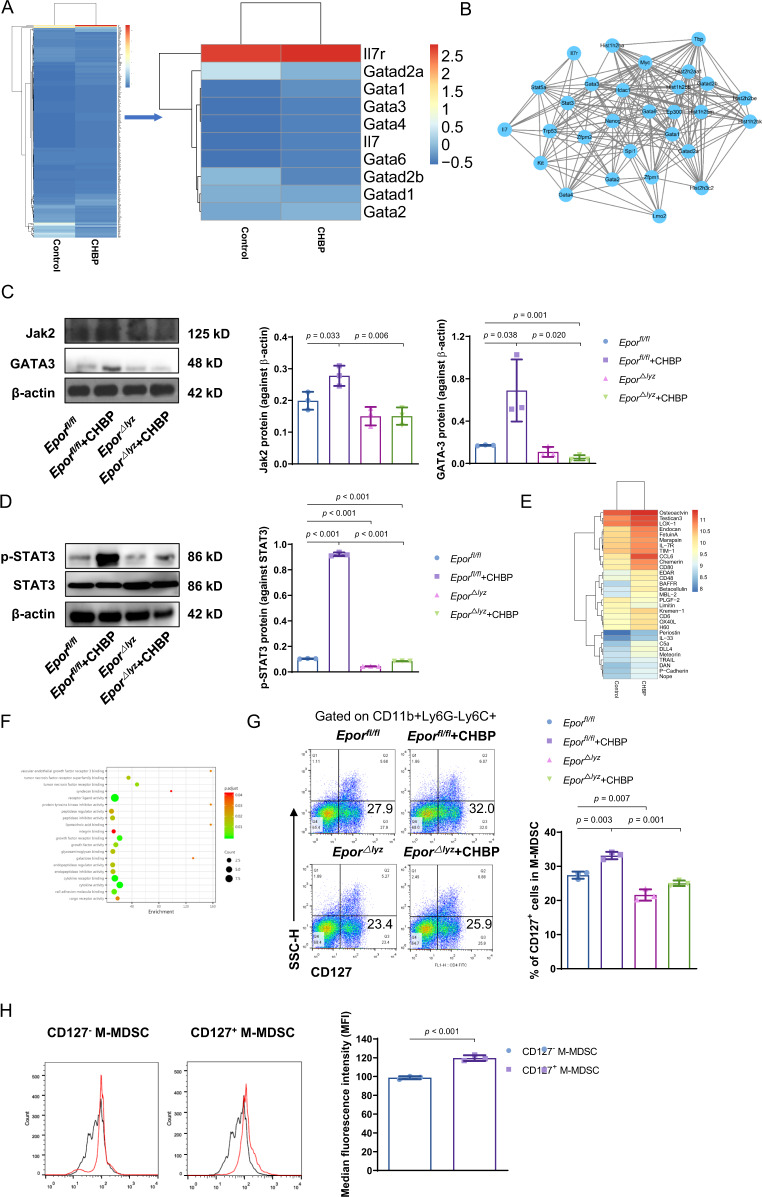
CD127^+^ M-MDSCs induced by CHBP exerted stronger immunosuppressive function. **A** RNA-seq detected the different RNA expressions in M-MDSCs with or without CHBP treatment in vitro. **B** The String analysis of mRNA sequencing. **C** The Jak2 and GATA3 protein expression by western blot. **D** The p-STAT3 and STAT3 protein expression by western blot. **E** Protein array compared the difference in M-MDSCs with or without CHBP treatment in vitro. **F** The molecular function enrichment of protein array. **G** Detection and quantification of the CD127-positive cells in M-MDSCs by flow cytometry. **H** T-cell proliferation detected by CFSE. The ratio of G-MDSCs and T cells was 1:1.

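By fold change alone, 374 of the genes kept were at least 1.5-fold higher in CHBP+ than in CHBP- M-MDSC and 316 were at least 1.5-fold lower. The paper's criterion also has a P value. No P value between the conditions was computed, because 1 library per condition leaves no replicate spread. With a fold threshold of 2, the setting that moved these counts most as a ratio, they were 85 and 46, and with CPM in place of FPKM they were 796 and 464. After the trend with transcript length and GC content was removed, an alternative chosen after seeing the data, 187 genes were higher and 97 were lower. Apart from genes with Gm numbers or Rik names, the genes with the highest log2 ratios were Ugt1a1 (3.50), Zfp292 (2.90), a Schip1 entry (2.87), Tlr4 (2.79) and Zbtb9 (2.66), and those with the lowest were Ak4 (-2.26), a second Schip1 entry (-1.90), Pdf (-1.83), Rnasek (-1.80) and B3gnt2 (-1.80). Of these 10 entries, all but Zfp292, Tlr4 and Ak4 overlap another gene with reads, and their counts are uncertain for that reason. Together, both Schip1 entries had 300 and 244 reads in CHBP- and CHBP+ M-MDSC, a fold of 0.82. Zbtb9 with the overlapping Ggnbp1 had 533 and 542 reads (1.03-fold), and B3gnt2 with the overlapping Gm28048 had 3466 and 3539 (1.03-fold). Ugt1a1, Pdf and Rnasek were not summed in this way. Ugt1a1 had 33 and 741 reads, and the genes overlapping it had 3091 and 2948. Pdf fell from 185 to 27 reads and the genes overlapping it from 1491 to 1208. Rnasek fell from 887 to 235 reads and the overlapping Gm21988 from 218 to 150. The overlapping genes thus did not gain reads where Pdf and Rnasek lost them.
Among the genes of the right-hand heatmap of Fig. 5A, Gatad2b had 198 reads in CHBP- M-MDSC and 1631 in CHBP+ M-MDSC, a log2 ratio of 2.10. Gata1 fell from 140 to 87 reads, with a log2 ratio of -0.47. Gata2 (1910 and 1692 reads), Gatad1 (834 and 716 reads) and Gatad2a (1332 and 1270 reads) had log2 ratios of -0.15, -0.18 and -0.05. Gata4, Il7 and Gata6 had at most 4 reads in either library, too few for a fold change.

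**Figure D2:**
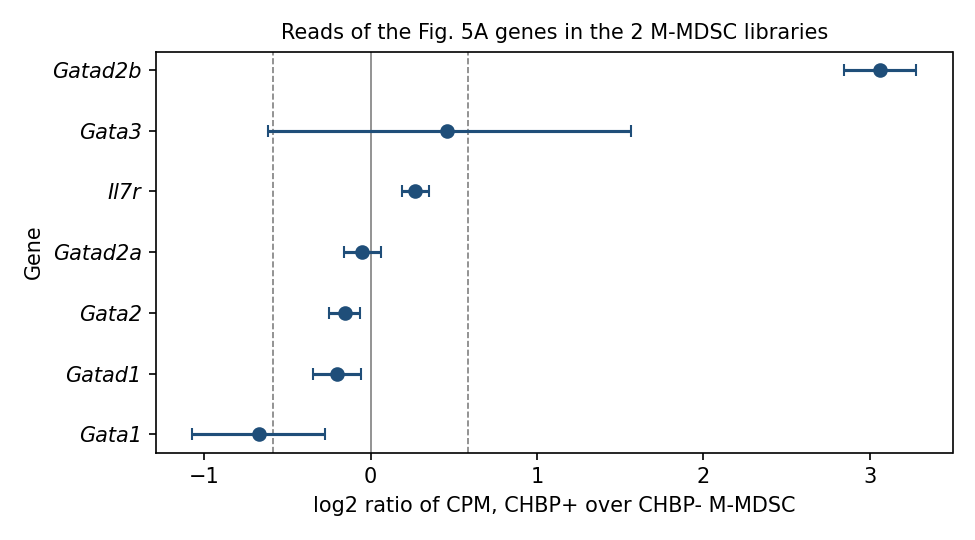
Log2 ratio of CPM (CHBP+ over CHBP- M-MDSC, x axis) of the Fig. 5A genes with at least 10 reads in total (y axis). Bars are exact 95% Clopper-Pearson intervals for counting error in 1 library per condition, and dashed lines mark 1.5-fold. The interval of Gata3 spans 0 and that of Gatad2b lies wholly above 1.5-fold.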

## Discussion

In recent years, numerous studies have shown that EPO acts far beyond erythropoiesis. The immune regulatory function of EPO endows EPO and its derivant-based drug development more application possibilities^17^. There are two kinds of key receptors combined with EPO (EPOR)_2_ and TPR. (EPOR)_2_ and TPR are expressed on a variety of immune cells, such as macrophages, DCs, mast cells, and lymphocytes^18^. An increasing body of evidence demonstrates that EPO and its derivatives can directly affect the manner by which immune cells exert their immunoregulatory effects. For instance, our group found that EPO ameliorated acute kidney injury by reducing macrophage infiltration and promoting M2 phenotype polarization in vivo^19^. EPOR is also expressed on DC^20^. We previously demonstrated that CHBP could ameliorate acute rejection in a rat kidney transplantation model via inhibition of DC maturation^8^. This study confirmed that CHBP-regulates MDSCs differentiation and function via EPOR signal. This is the first report about EPOR-mediated immune regulation on MDSCs.

It is encouraging that CHBP promotes MDSCs to differentiate toward M-MDSCs and empowers M-MDSCs with stronger immunosuppressive function than G-MDSCs. Although both G-MDSCs and M-MDSCs have the immunosuppressive ability, the strength and mechanisms are different. It is now accepted that M-MDSCs are more suppressive than G-MDSCs on a per-cell basis^15^. Therefore, CHBP demonstrates a bright prospect clinical translation in M-MDSCs-based cell therapy. To be in fact, our data showed CHBP also enhanced G-MDSCs immunosuppressive function according to Fig. 4C. It seems that there were opposite results in Figs. 1D and 4C, our explanation is the difference ratio between G-MDSCs and T cells.

The most important finding in our research is that CHBP induced CD127^+^ M-MDSCs. CD127 is the α chain of IL-7R. It is well-known that low expression of CD127 is a cell surface marker of human Tregs which could be instead of intracellular Foxp3. So, the CD4^+^CD25^+^CD127^low^ T cells represent human Tregs. However, some recent studies demonstrated an opposite expression pattern of CD127 in innate immune regulatory cells. In 2016, Björklund et al.^21^ found a heterogeneity of CD127 in innate lymphoid cells (ILCs) using single-cell RNA sequencing. Next, Fan’s group identified a novel subset of ILCs, Lin^−^CD45^+^CD127^+^IL-10^+^ ILCreg. The ILCreg secrets IL-10 and TGF-β1, with immunosuppressive function^22^. Autoimmune regulator (AIRE) plays a key role in central and periphery immune tolerance. A recent study confirmed these AIRE expression cells outside the thymus are CD127^+^CCR7^+^ PD-L1^+^ DCs^23^. Taken these studies together, CD127 might be an important cell surface marker of some innate immune regulatory cells. Our results for the first time identified a new subset of MDSCs, CD11b^+^ Ly6G^−^Ly6C^high^CD127^+^ M-MDSCs. The M-MDSCs with CD127 expression reveal more immunosuppressive ability than those without CD127 expression. However, the mechanism is still unknown. Does CD127 directly combine with target immune cells or indirectly initiate other signal transductions? This question might be answered in a future experiments.

We elucidated that GATA3 is the key transcription factor of which CHBP induced CD127 expression in M-MDSCs. GATA3 is a double zinc-finger transcription factor that is required for the effector fate decision of Th2 cells^24,25^. GATA3 integrates diverse upstream signals to control target gene expression and cellular functions^26^. Hoyler et al. demonstrated that GATA3 is essential for ILC2 fate decisions, whose cell surface marker contains CD127^16^. CD127 expression was significantly lower in GATA3-deficient CD8^+^ T cells than in wild-type (WT) counterparts. In addition, compared to WT CD8^+^ T cells, GATA3-deficient CD8^+^ T cells were defective in responding to IL-7-promoted T-cell survival in vitro. As a matter of fact, GATA3 could bind to the *Il7r* locus^27^. 

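For Gata3 mRNA, the ratio of CPM in CHBP+ over CHBP- M-MDSC was 1.37. With the exact Clopper-Pearson method, the counting error of its few reads allowed any fold from 0.653 to 2.96. The RNA sequencing thus could not exclude a decrease, no change, or an increase past the 1.5-fold threshold in Gata3 mRNA. Protein levels were not measured in these libraries.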

Here, we found that GATA3 protein translation could be up-regulated upon EPOR signal stimulation rather than its mRNA transcription. Then the increased GATA3 might promote more CD127 expression in M-MDSCs. STAT3 is probably one of the main transcription factors that regulate MDSC function. Recent works have highlighted the importance of signaling pathways downstream of STAT3 that are responsible for MDSC differentiation in tumor models^28^. Besides *Il7r*, GATA3 also bounds to the −1710 to −1530 region of STAT3 promoter and repressed its transcription^29^. Therefore, GATA3 might play a central role in the new CD127^+^ M-MDSCs subset differentiation and function.

In conclusion, the EPO derivant peptide CHBP induces M-MDSCs differentiation and enhanced M-MDSCs immunosuppressive function via EPOR-mediated Jak2/GATA3/STAT3 pathway. Infusion of these induced M-MDSCs prolongs skin allograft survival. CHBP induces more CD11b^+^Ly6G^−^Ly6C^high^CD127^+^ M-MDSCs, which have more potent immunosuppressive function compared to CD127^−^ counterparts. Our novel findings identified a new subset of M-MDSCs with the better immunosuppressive capability and demonstrated EPOR-mediated Jak2/GATA3/STAT3 pathway. These results are benefit for CHBP clinical translation in the future.

## Materials and methods

### Animal strains

C57BL/6 (B6) and BALB/c mice were purchased from the Slac. Company (Shanghai, China). The myeloid-specific EPOR conditional knockout mice (Lyz-Cre/Epor^loxp/loxp^) under C57BL/6 genetic background were obtained by crossing Epor^loxp/loxp^ mice with mice expressing Cre recombinase under the control of the Lysozyme promoter (Lyz-Cre). Epor^loxp/loxp^ littermates served as the WT control. Lyz-Cre mice were kindly provided by Professor Yong Zhao from the Institute of Zoology, Chinese Academy of Sciences (Beijing, China). Epor^loxp/loxp^ mice were generated with Cyagen Biosciences Inc. (Shanghai, China). Mice were used between 6 and 8 weeks of age. Experimental protocols were approved by the Animal Ethics Committee of Zhongshan Hospital Fudan University (Shanghai, China).

### Generation of Epor^loxp/loxp^ mice

Epor floxed mice were generated by Cyagen Biosciences. Briefly, the *Epor* gene was located on chromosome 9 in mice. The linearized vector was subsequently delivered to ES cells (C57BL/6) via electroporation, followed by drug selection, PCR screening, and Southern Blot confirmation. After gaining 94 drug-resistant clones, we have confirmed 12 potentially targeted clones, 6 of which were expanded for Southern Blotting. After confirming correctly targeted ES clones via Southern Blotting, we selected some clones for blastocyst microinjection, followed by chimera production. Founders were confirmed as germline-transmitted via crossbreeding with WT. In the end, four male and four female F1 heterozygous mutant mice confirmed as the final deliverables for this project.

### Mice skin transplantation model

Recipient B6 mice were injected with i.v. 2 × 10^6^ MDSC or CHBP induced MDSC and the matched controls were given equal volumes of 0.9% saline solution. Full-thickness tail skin tissue of BALB/c mice was grafted on the dorsal part of the C57BL/6 (B6) recipients on day 0, according to the procedure as described previously^30^. Photographs were taken daily with a digital camera until the graft was rejected completely. Fourteen days later, the percentages of CD4^+^, CD8^+^, and CD4^+^CD25^+^Foxp3^+^ cells in the peripheral blood and spleens were detected by flow cytometry.

### Induction of MDSCs from bone marrow cells

Bone marrow cells from tibias and femurs of C57BL/6 and *Epor*^*△lyz*^ mice (6–8 weeks) were flushed with PBS and the red blood cells were lysed by RBC lysis buffer (BD Biosciences, CA, USA). Totally, 2 × 10^6^ non-adherent bone marrow cells were cultured with 50 ng/ml GM-CSF (PeproTech, RH, USA) or 50 ng/ml GM-CSF + 20 μM CHBP, respectively, in 6 cm dishes (Corning, USA) in 3 ml of complete RPMI 1640 medium (containing 10% FBS, 1% MEM nonessential amino acids (NEAA) solution, 1% sodium pyruvate, 1% streptomycin and penicillin, and 2 μl 2-Mercaptoethanol) (RPMI 1640 medium, FBS, MEM NEAA, sodium pyruvate, and streptomycin and penicillin were purchased from Gibco, NY, USA; 2-Mercaptoethanol was purchased from Sigma-Aldrich, St. Louis, USA) at 37 °C, 5% CO_2_ for 7 days.

### Cell staining and flow cytometry

After 7-day induction, induced MDSCs were tested or sorted on Beckman Coulter MoFlo Astrios^EQ^ (Beckman Coulter, CA, USA) or FACS AriaIII (BD Biosciences, San Diego, CA, USA) by using mAb CD11b (clone: M1/70), Ly-6G (clone: 1A8), Ly-6C (clone: AL-21), and CD127 (clone: A7R34) (all antibodies were purchased from BD Biosciences or eBioscience company). Flow cytometry verified that all the isolated MDSCs yielded a pure population of more than 90%. The sorted MDSCs were stored in PBS + 10% FBS for further experiments.

Splenocytes and peripheral blood mononuclear cells were obtained from spleens and peripheral blood of mice by Ficoll density gradient centrifugation. Cells were tested by using mAb CD45 (clone: 30-F11), CD3 (clone: 17A2), CD4 (clone: GK1.5), CD8 (clone: 53-6.7), and Foxp3 (clone: FJK-165) (all antibodies were purchased from BD Biosciences, eBioscience or Biolegend company) on BD FACSCallibur (BD Biosciences, San Diego, CA, USA) and analyzed by Flow JoX software.

### T-cell proliferation assay

A single-cell suspension was prepared from spleens of C57BL/6 (B6). Naïve T cells were isolated from mononuclear cells by magnetic-activated cell sorting according to the manufacturer’s instructions (Miltenyi Biotec, Auburn, CA, USA). Cells were labeled with 2 μM CFSE (Invitrogen) for 5 min in PBS at 37 °C and washed twice with PBS. The labeled cells were then stimulated with ConA (eBioscience) (2 μg/ml) in the presence of different doses of MDSCs as indicated for 72 h. The cell proliferation was then determined by flow cytometry after staining with anti-CD4 antibody.

### Real-time quantitative PCR (qPCR)

Total RNA isolation was performed using TRIzol reagent according to the manufacturer’s instructions (Invitrogen). The quality and integrity of RNA were evaluated via A260/A280 ratio and 18s/28s band by agarose electrophoresis. Then total RNA was reversed to the first-strand cDNA using RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Inc.). RT-qPCR was performed in duplicate using All-in-One^™^ qPCR Mix (GeneCopoeia, Inc., Maryland, USA). An Eppendorf Mastercycler Realplex PCR system was used for quantitative PCR under the following conditions: initial denaturation was performed at 95 °C for 10 min, followed by 40 cycles of denaturation at 95 °C for 10 s, annealing at 60 °C for 20 s and extension at 72 °C for 15 s. GAPDH was used as an internal control to normalize differences in the amount of total RNA in each sample. The threshold cycle (Ct) values were analyzed using the comparative Ct (−ΔCt) method. The expression level of target genes was obtained by normalizing to the endogenous reference and relative to control. Primer sequences are listed in Table S1.

### Arginase-1 activity

A total of 1 × 10^6^ cells were mixed with 100 µl of 0.1% Triton X-100. After 30 min of incubation on a shaker, 100 μl of 25 mM Tris-HCL and 20 ul of 10 mM MnCl_2_ were added to the sample. The arginase was then activated by heating the sample for 10 min at 56 °C, and arginine hydrolysis was conducted by incubating the sample with 100 μl of 0.5 M l-arginine (pH 9.7) at 37 °C for 60–120 min. The reaction was stopped with 900 ul of H_2_SO_4_ (96%)/H_3_PO_4_ (85%)/H_2_O, and the sample was mixed with 40 μl of 9% isonitrosopropiophenone. Absorbance was read at 540 nm in the microplate reader. All samples were read in triplicate.

### Western blot

Twenty micrograms of proteins from the MDSCs homogenates were separated on 15% or 10% (wt/vol) polyacrylamide denaturing gels and electro-blotted onto polyvinylidene fluoride membranes. The primary antibodies used were anti-iNOS (1:1000, abcam, USA), Arg-1 (1:1000, Cell Signaling Technology, Danvers, MA, USA), Jak2 (1:1000, Cell Signaling Technology), p-STAT3 (1:1000, Cell Signaling Technology), STAT3 (1:1000, Cell Signaling Technology) and GATA3 (1:1000, Cell Signaling Technology). The semiquantitative analysis (AlphaView Software 3.3, Cell Biosciences, Inc.) results were expressed as the optical volume densities (OD × mm^2^) normalized to GAPDH (1:1000 dilution, Cell Signaling Technology) or β-actin (1:10,000 dilution, Abcam, Cambridge, UK).

### HE staining and pathological assessment

Mice skin tissues were fixed with 10% formalin and bedded with paraffin and were cut into 4 μm thick slices. After dewaxing, HE staining was performed. HE staining was observed under microscopy at 200× to evaluate tissue damage.

Harvested mice skin tissues were fixed overnight in 10% formalin, embedded in paraffin, and cut into 4 μm sections. Sections for CD4, CD8, and Foxp3 staining were incubated with 3% hydrogen peroxide to block endogenous peroxidase for 20 min at 37 °C, and Ags were retrieved using a high-pressure method in citrate buffer. The sections were incubated with an anti-CD4 mAb (1:5000; ab183685, Abcam), an anti-CD8 mAb (1:2000; ab217344, Abcam) or anti-Foxp3 mAb (1:100; 12653, Cell Signaling Technology) at 4 °C overnight. The sections with mice CD4, CD8, or Foxp3 Abs were rinsed three times in TBST and incubated with an HRP-conjugated rabbit anti-goat IgG H&L (1:2000; ab205718, Abcam) at room temperature for 45 min. DAB was added for a coloration for 5 min immunoreactivity was analyzed by image-pro plus.

### RNA sequencing

GM-CSF and GM-CSF + CHBP induced MDSC RNA were extracted with Trizol (15596-026, Invitrogen). RNA sequencing was employed and single-end 75-bp-length reads were generated. Data were aligned to the mouse genome (mm9 version) with the TopHat2 algorithm. HT-seq and DESeq algorithms were used in order to measure gene expression and identify differential expression between the two groups of cells. Genes with a *P* value ≤ 0.05 and fold change ≥ 1.5 or ≤−1.5 were considered to be upregulated and downregulated, respectively. Gene ontology analysis, pathway annotation, transcription factor enrichment, and comparison with various immunological and oncogenic gene signatures were performed with the use of DAVID knowledge base, Ingenuity Pathway Analysis software, and Molecular Signature Database from Broad Institute.

### Protein array

Membrane proteins of GM-CSF and GM-CSF + CHBP induced MDSC were measured with an AAM-CYT-7 RayBio Mouse Cytokine Antibody Array. Differential expression proteins with a *P* value ≤ 0.05 and fold change ≥ 1.2 or ≤0.83 were considered to be upregulated and downregulated, respectively. Gene ontology analysis, pathway annotation, transcription factor enrichment, and comparison with various immunological and oncogenic gene signatures were performed with the use of the DAVID knowledge base.

### Statistics

Data were analyzed using GraphPad Prism 8 software or R language. Packages such as Limma, Annotation, ggplot2, enrichGo were used to analyze the RNA-sequencing and array results. Quantitative variables were analyzed by one-way ANOVA (among three or more groups), two-tailed independent *t* test (between two groups) and expressed as means ± standard deviation (S.D.). *P* < 0.05 was considered statistically significant.

## Supplementary information

Supplementary Figure Legends

Figure S1

Figure S2

Figure S3

Table S1

## Data Availability

Raw data files for RNA-seq of MDSCs can be found at NCBI Gene Expression Omnibus Accession number: GEO: GSE160822.

# Supplementary material for: CHBP induces stronger immunosuppressive CD127+ M-MDSC via erythropoietin receptor
**Source:** Cell Death Dis. 2021 Feb 12;12(2):177. doi: 10.1038/s41419-021-03448-7
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**Supplementary Figure Legends**

**Figure S1.** Quantification analysis of CD11b^+^ myeloid cells, M-MDSCs and G-MDSCs.

**Figure S2.** (A) Detection of CD3^+^ cells by flow cytometry. (B) Detection the proportion of CD4^+^, CD8^+^ T cells and Foxp3^+^ Tregs in skin allografts. (C) Induced-Tregs by M-MDSC with or without CHBP induction *in vitro*.

**Figure S3.** (A) Protein-protein interaction of different RNA expression in M-MDSCs with or without CHBP treatment *in vitro* by RNA-seq. (B) Different protein expression of M-MDSCs with or without CHBP treatment *in vitro* by protein array. (C) Biological process enrichment of protein array. (D) KEGG pathway analyses of protein array.

# Supplementary material for: CHBP induces stronger immunosuppressive CD127+ M-MDSC via erythropoietin receptor
**Source:** Cell Death Dis. 2021 Feb 12;12(2):177. doi: 10.1038/s41419-021-03448-7
**Supplement:** Supplementary file 5 — Table S1

**Table S1. Primers sequence**

| **Genes** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| **GAPDH** | 5’-GACTTCAACAGCAACTCCCAC-3’ | 5’-TCCACCACCCTGTTGCTGTA-3’ |
| **iNOS** | 5’-CACCAAGCTGAACTTGAGCG-3’ | 5’-CGTGGCTTTGGGCTCCTC-3’ |
| **Arg-1** | 5’-CCAGAAGAATGGAAGAGTCAGTGT-3’ | 5’-GCAGATATGCAGGGAGTCACC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

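mRNA of mouse bone-marrow M-MDSCs induced with GM-CSF alone (CHBP-) or with GM-CSF and CHBP (CHBP+) was sequenced, with 1 library per condition. The samples were grouped by their labels and the paper, which give the same treatments. The labels give the strain as C57BL/6 for CHBP- and C57BL/7 for CHBP+ M-MDSC, whereas the paper gives C57BL/6. Whether the strains differed was not tested. The paper gives the CHBP dose differently in its methods and its results, and the labels give none.

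The authors removed adapter sequence, low-quality bases, short reads and ribosomal RNA reads, aligned the reads with TopHat2 and counted reads per gene with HT-seq. The deposited counts are the raw reads per gene. How multi-mapping and strand were handled in the counting is not stated in the paper's text, so counts of overlapping genes and near-identical paralogs are uncertain. The deposited FPKM equal the count divided by a gene length and by the sum of the counts, so that FPKM per read differed between the libraries by a factor of 0.988 for the genes checked, which is the ratio of the total counts. No other scaling between the libraries was applied by the authors to the FPKM. For some genes the length behind the FPKM was longer than the listed span. For Gapdh it was 8626 bases, with a span from 125161715 to 125166467, whereas for Il7r it equalled the longest transcript (3208 bases). The minimum of 1 FPKM and comparisons of FPKM between genes carry that limit. The methods name mm9. The deposited coordinates lie on GRCm38 by comparison with RefSeq genes, and they are given as deposited. The mm9 annotation (GENCODE M1) was used only for transcript length and GC content by gene identifier, found for 93.3% of the genes kept.

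The log2 ratio, log2((FPKM in CHBP+ + 1)/(FPKM in CHBP- + 1)), was the main value, with genes of at least 1 FPKM in at least one library kept. A quasi-likelihood or negative binomial model was not fitted, because 1 library per condition leaves no replicate spread to estimate. The paper names DESeq, whose P value was therefore not repeated. The read test was a two-sided exact binomial test of a gene's reads against the libraries' totals, with Benjamini-Hochberg adjustment, and intervals are 95% Clopper-Pearson intervals. Reads are not independent molecules, so intervals and tests cover counting error only. Gene lists were described by the percentile of their median log2 ratio among 10000 random lists matched on mean expression in 20 bins. These percentiles are not p-values. Lists with under 3 members were not computed.

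The genes named are those the paper names for the sequencing, the genes of Fig. 5A, 5B and 5E, the receptors, sorting markers, Nos2, Arg1 and the control genes, and the 5 genes with the highest and the 5 with the lowest log2 ratio whose symbols are not Gm numbers or Rik names. Genes outside this rule were chosen after their values were seen. This rule, the gene lists and most alternatives were set before the data were examined. Those alternatives were a pseudocount of 0.1, no filter or a minimum of 5 FPKM, median centring, trimmed mean of M values (edgeR 4.0.16 in R 4.3.3), a fold threshold of 2, and CPM. Removal of the trend with transcript length and GC content (a least-squares polynomial), the read test as an added criterion, and leaving out overlapping genes were chosen after seeing the data.

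The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with figures from matplotlib 3.10.9. Tested on simulated data, the read test without a fold threshold recovered 195 of 200 changed genes and called 9 of 13962 unchanged genes. The simulated counts held counting error only, so that this says nothing of other differences between libraries. Over 10211 simulated genes, removal of the trend took Spearman's rho with length from 0.793 to -0.0039. Western blots, flow cytometry, qPCR and the protein array were not analysed here.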

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

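The criterion for the genes given here, and every test of them except that of reads left uncounted, were chosen after the values were seen. The comparison matched on genomic span was added after that test's first result. The paper does not discuss these genes. They had at least 1000 reads in CHBP+ M-MDSC and at least 4-fold more reads, scaled to the library total, there than in CHBP- M-MDSC, which met the criterion of a signal outside the genes the paper discusses. There were 10 of them. The fold was 15.2 for Zfp292, 11.1 for Phc3, 8.52 for Gm28048, 8.09 for Tlr4, 6.27 for Myadm, 4.78 for Sertad2, 4.37 for Plagl2, 4.19 for Ipmk, 4.15 for Ahcyl2 and 4.04 for Golph3l. The lowest of their 95% Clopper-Pearson bounds, that of Golph3l, was 3.58. Each comes from 1 library per condition.

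The trend with transcript length and GC content is argued against as the whole cause, because the median log2 ratio of the 9 genes with a known transcript was 1.66 and stayed at 1.50 once the trend was removed, and all 9 stayed at least 1.5-fold higher. Reads divided differently between overlapping genes is a candidate explanation for Gm28048, since Gm28048 (323 and 2719 reads) and the overlapping B3gnt2 (3143 and 820 reads) together changed by 1.03-fold. Across the data, 54 genes with at least 50 reads in one library were at least 4-fold apart. Of these, 25 overlapped another gene with reads, and in 12 of the 25 the overlapping genes offset at least 50% of the change, against a median of 3 when changes were shuffled between genes. The other 29 overlapped no gene with at least 10 reads, which argues against that explanation for them.

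For these 29 genes, reads left uncounted in one library, where a listed gene without reads overlaps, is a further candidate explanation. A listed gene with fewer than 10 reads overlapped 44.8% of them, against 21.1% of less changed genes and a median of 27.6% in sets matched on genomic span (percentile 98.4). This covers 13 of the 29 genes at most, and 3 of the 10 genes given above. The reads themselves were not analysed here, so how they were assigned in each library was not tested. An effect of CHBP on these genes stays open and untested, as does any other difference between the 2 libraries.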

How the results depend on the processing

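Il7r kept its direction under every alternative run, with log2 ratios from 0.20 with the length and GC trend removed to 0.29 with the median log2 ratio set to 0, and stayed within its counting interval and below 1.5-fold. Gata3 stayed above 0, and its log2 ratio was 0.30 with a pseudocount of 0.1 and 0.23 with CPM, as a smaller pseudocount relative to its few reads gives by construction. Both values lie within the interval from -0.61 to 1.57 of the log2 ratio of its reads without a pseudocount, so that these shifts do not exceed counting error. Removal of the trend could not be applied to Gata3, which is under 1 FPKM. Its depth limits what can be said of it in either direction.

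The counts of genes at least 1.5-fold higher and lower were 665 and 571 with a pseudocount of 0.1, 218 and 209 with at least 5 FPKM required (fewer genes were counted), and 85 and 46 at a fold threshold of 2. With CPM, 796 genes were higher and 464 were lower. With the trend with length and GC content removed, an alternative chosen after seeing the data, 187 were higher and 97 were lower, of which 136 and 72 were among the genes counted as main, and the share of higher genes went from 54.2% to 65.8%. With no filter, median centring, trimmed mean of M values, the read test added or overlapping genes left out, the counts stayed within 1.5 times.

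In the Fig. 5A heatmap scaled within each library, the value of Gata3 was 0.0284 higher in CHBP+ than in CHBP- M-MDSC. On log2(value + 1) the difference reversed to -0.0409, and scaled over both libraries together it was 0.00416. The cause was not tested beyond the scaling itself.

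With the trend removed, the log2 ratios of 9 other named genes changed sign and left their counting interval, to -0.054 for Stat3, 0.062 for Csf2ra, 0.032 for Ly6c1, 0.14 for Gapdh, -0.58 for Tbp, 0.011 for Hdac1, -0.040 for Kit, 0.12 for Cd48 and 0.19 for Pgf. Ly6g, a sorting marker with few reads, also changed sign, from -0.031 to 0.33, within its counting interval. Of 46 named genes with such a value, 22 others moved outside that interval without a change of sign, and 15 stayed within it. Of 70 named genes, 30 moved outside it with a pseudocount of 0.1, 23 with CPM, 10 with the median log2 ratio set to 0 and 8 with trimmed mean of M values, without a change of sign. With the median log2 ratio set to 0, Btc and Il33, with at most 5 reads in either library, changed sign within their intervals, to 0.0052 and 0.013. These intervals were computed with a pseudocount of 1, so that the values with a pseudocount of 0.1 and with CPM are on another scale. Of 20 gene lists with the trend removed, 14 stayed on their side of percentiles 2.5 and 97.5, 2 moved inside and 4 moved outside. No paired analysis was possible because there is 1 library per condition, and no replicate could be left out.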

Differences from the paper's values

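The colours of the right-hand heatmap of Fig. 5A were read from the picture by matching each cell to the colour bar, with an allowed reading error of 0.2, set after the values were seen, and set beside the deposited FPKM scaled within each library. Of 20 values, 6 differed. Gatad2b in CHBP- M-MDSC was -0.569, against about -0.01 in Fig. 5A, read by eye, and in CHBP+ M-MDSC -0.176, against about -0.4 in Fig. 5A, read by eye. Gata2 in CHBP- M-MDSC was 0.382, against about -0.15 in Fig. 5A, read by eye, and in CHBP+ M-MDSC 0.171, against about -0.04 in Fig. 5A, read by eye. Gatad2a in CHBP+ M-MDSC was 0.268, against about -0.04 in Fig. 5A, read by eye. Gatad1 in CHBP- M-MDSC was 0.0856, against about -0.1 in Fig. 5A, read by eye, a difference of sign that is within the reading error. Neither of the alternatives set before the data were examined, log2(value + 1) and scaling over both libraries together, closed the gap for any of the 6.

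The paper's Fig. 5A shows Gatad2b lower with CHBP. In the deposited values, the log2 ratio of Gatad2b was 2.10. The methods name mm9, whereas 11.6% of the 10493 genes kept that matched an mm9 gene by identifier overlapped it at the deposited coordinates.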

Other observations

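The tests of explanations given here were chosen only after the result was seen. The exceptions are the test of GC content and the test of Il7r with the trend removed. The gene lists were set before the data were examined, but removal of the trend from them was chosen after. Gene values come from 1 library per condition.

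Genes of longer transcripts were higher and genes of shorter transcripts lower in CHBP+ M-MDSC. GC content is argued against as the cause, because rho with transcript length was at least 0.578 within each of 10 groups of genes by GC. A difference in depth is argued against as well, because rho was 0.775 among 3302 genes with over 1000 reads in both libraries. A step that acted on every transcript by its length is argued against by the mitochondrial genes. Their median log2 ratio was 0.024, against -0.33 for nuclear genes of their length, although these 13 genes share a transcript precursor and a change of their own was not excluded. Of 560 genes at least 1.5-fold apart with a known transcript, 37.1% stayed so once the trend with transcript length and GC content was removed, which is consistent with the trend as a source of most of these calls. Whether the trend came from the RNA, the library preparation or CHBP cannot be told apart, since each condition has 1 library.

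Il7r had a log2 ratio of 0.20 after the trend was removed, with a lower bound of 0.12 for counting error. The value thus exceeded counting error. It was smaller than the spread of single genes around the trend, an SD of 0.243. The test therefore cannot tell the increase of Il7r from that spread. The methods of the RNA sequencing do not state whether the sequenced cells were sorted. T cells among them are argued against. The highest FPKM of the T cell list in CHBP+ M-MDSC was 2.24, below the gain of 8.81 FPKM in Il7r. B cells were not tested as a source of Il7r, and the highest FPKM of their list was 82.8 in CHBP- and 65.9 in CHBP+ M-MDSC. For group 2 innate lymphoid cells another criterion was used, the median of the 13 other genes of that list, which was 0.153 FPKM. By the criterion used for T cells they are not argued against. Thy1 (48.6 FPKM) and Il2ra (12.5 FPKM) were above the gain of Il7r. The criteria point different ways, so that a contribution of these cells stays undecided. A larger share of mature dendritic cells cannot be told apart from a change within the cells. The median log2 ratio of that list was -0.085, with 10 of 14 genes lower, but with the trend removed it was 0.05, with 9 of 13 genes higher. Regulation by CHBP stays open and was not tested.

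In the Fig. 5A heatmap scaled within each library, Gata6, with 1 read in each library, was 0.0262 higher in CHBP+ M-MDSC and Gata3 was 0.0284 higher. Colours scaled within each library are thus a candidate explanation for the colour of Gata3. Gata3, Gata4, Il7 and Gata6 had the same colours, about -0.52 in CHBP- and about -0.43 in CHBP+ M-MDSC in Fig. 5A, read by eye. The colour of Gata3 therefore did not set it apart from genes with at most 4 reads in either library. No listed gene with at least 10 reads overlaps Gatad2b, which argues against reads moved from such a gene. Whether reads of Gatad2b were left uncounted in one library stays open. No biological explanation was tested for Gata3 or Gatad2b.

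Haemoglobin transcripts were lower in CHBP+ M-MDSC, with 29352 reads on 4 genes in CHBP- and 11860 in CHBP+ M-MDSC. Reads can be shared between these paralogs. Hbb-bs had a log2 ratio of -1.73, and -1.40 after the trend was removed, which argues against the trend as its whole cause. The median of Hbb-bt, Hba-a1 and Hba-a2 was -0.64, and -0.20 after the trend was removed, which is consistent with the trend as the source of most of their decrease. A difference in red cells left after lysis, or an effect of CHBP on erythroid cells, was not tested.

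At the mRNA level in these libraries, Arg1 had 9723 and 9644 reads (log2 ratio 0.01), and Nos2 had 14 and 26 reads (adjusted p = 0.114, exact binomial test with Benjamini-Hochberg adjustment). Epor had 17 and 10 reads (adjusted p = 0.373, same exact test), too few to show a difference. The paper reports iNOS and Arg-1 mRNA as increased by CHBP in its qPCR. For Arg1, counting error allowed a fold from 0.976 to 1.03 before removal of the trend, so that no such increase appeared in these libraries. The few reads of Nos2 allowed a fold from 0.947 to 3.90, which does not exclude an increase. The log2 ratio was 0.22 for Jak2, 0.34 for Csf2rb, 0.29 for Csf2rb2, 0.56 for Itgam and -0.73 for Ly6c2. With the trend with transcript length and GC content removed, it was 0.018 for Jak2, 0.18 for Arg1, 0.21 for Csf2rb, 0.17 for Csf2rb2, 0.41 for Itgam and -0.42 for Ly6c2. For the control genes the log2 ratio was -0.72 for Actb and -0.14 for Gapdh, and -0.57 and 0.14 with the trend removed. Of 29 genes encoding proteins that Fig. 5E shows higher with CHBP, 11 reached 1 FPKM. Of these 11 genes, 7 were higher and 4 lower in CHBP+ M-MDSC, with log2 ratios from -0.47 to 0.42.

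Among 21 gene lists, 4 lay outside percentiles 2.5 to 97.5 of random lists of similar expression. These were erythroid (percentile 0.120), cell proliferation (0.600), eosinophil (0.870) and interferon response (2.29), each with a median below that of the random lists. The cell proliferation list had a median log2 ratio of -0.23, with 15 of 18 genes lower, and stayed at percentile 0.0300 with the trend removed. The erythroid list stayed at percentile 0.0700 with the trend removed, with a median of -0.23 and 7 of 8 genes lower. The interferon response list was at 51.0 with the trend removed and the eosinophil list at 5.92. The other percentiles were 3.88 for JAK-STAT targets, 6.08 for B cells, 6.98 for G-MDSC and neutrophils, 16.0 for T cells, 20.1 for mast cells and basophils, 38.8 for the Fig. 5A heatmap, 40.8 for mature dendritic cells, 46.8 for immediate early and stress genes, 49.7 for group 2 innate lymphoid cells, 50 for sex-linked genes, 51.7 for Fig. 5E, 51.9 for Fig. 5B, 75.6 for MDSC suppressive function, 81.1 for conventional dendritic cells, 83.8 for cytokine receptors, 87.0 for macrophages and 95.7 for M-MDSC and inflammatory monocytes. All 16 JAK-STAT target genes were lower in CHBP+ M-MDSC, with a median log2 ratio of -0.20. With the trend removed, 13 of the 16 were lower, at percentile 5.89. That list stayed inside percentiles 2.5 to 97.5 in both settings. The value for sex-linked genes is that of a median of 0 over 5 genes, of which 1 reached 1 FPKM. That gene, Xist, named here after its value was seen, had 25.0 FPKM in CHBP- and 50.6 FPKM in CHBP+ M-MDSC, and no explanation of this difference was tested. With only members of at least 1 FPKM used, Fig. 5E was at 98.2 (11 of 29 genes), M-MDSC and inflammatory monocytes at 98.2, group 2 innate lymphoid cells at 97.9 (4 of 14 genes, Il7r among them) and interferon response at 15.2. Removal of the trend uses such members only. With the trend removed, the macrophage list was at 99.9, MDSC suppressive function at 98.96, Fig. 5E at 99.1 and T cells at 97.7, so that the shift of Fig. 5E also appeared without removal of the trend.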
